# Identification of a long non-coding RNA NR_026689 associated with lung carcinogenesis induced by NNK

**DOI:** 10.18632/oncotarget.7475

**Published:** 2016-02-18

**Authors:** Jianjun Wu, Xun Li, Yiqin Xu, Ti Yang, Qiaoyuan Yang, Chengfeng Yang, Yiguo Jiang

**Keywords:** lncRNA, NR_026689, lung carcinogenesis, NNK

## Abstract

Long non-coding RNAs (lncRNA) are thought to be important epigenetic regulators involved in the development of a variety of cancers. Alterations in lncRNA expression are associated with exposure to chemical carcinogens. However, it is still unclear whether lncRNA expression during lung carcinogenesis is induced by chemical carcinogens. In this study, using NNK-induced rat lung cancer model established by our previous study, we determined the lncRNA expression profiles, and an alteration in lncRNA expression was observed in lung cancer tissues and blood in the NNK treatment group. Using quantitative reverse-transcription PCR (qRT-PCR), five differentially expressed lncRNAs were further detected and validated. We identified a novel lncRNA, NR_026689, which showed increased expression in lung cancer tissues induced by NNK and the alteration of lncRNA NR_026689 was specifically observed in lung tissue. The level of NR_026689 was determined and significantly increased in rat whole blood at the 10th and 20th week after NNK treatment to evaluate it as a potential early marker for lung cancer. Together, these findings suggest that lncRNA NR_026689 may be a potential early biomarker for lung cancer and is associated with lung carcinogenesis induced by NNK.

## INTRODUCTION

Lung cancer is a leading cause of all cancer deaths worldwide. It is known that cigarette smoke and air pollution are the main risk factors for lung cancer [1, 2]. Despite significant efforts to improve treatment options for patients with lung cancer, the 5-year survival rate for lung cancer patients is still only about 17% [3]. Due to lack of early diagnostic biomarker, most cases of lung cancer are diagnosed at an advanced stage. The discovery of diagnostic biomarkers for early stage lung cancer would potentially significantly improve the five-year survival rate of lung cancer patients [4].

Long non-coding RNAs (lncRNAs) are transcripts which are > 200 bp in length and do not encode protein. In the past, these lncRNAs were believed to be transcripts without a function. However, in the past decade, numerous studies have demonstrated that lncRNAs have distinct biological functions in development [5], apoptosis [6, 7], proliferation and differentiation [8], and play important roles in various human diseases, including cancer [9]. Recent studies have shown that abnormal expression of lncRNAs is associated with a variety of cancers [10], such as gastric cancer [11, 12], prostate cancer [13], hepatocellular carcinoma [14, 15], breast cancer [16] and lung cancer [17]. LncRNAs were also thought as potential biomarkers for a variety of cancers [18, 19].

Several previous studies reported that chemical carcinogens cause alterations in lncRNA expression. Bisphenol-A and diethylstilbestrol exposure induced alterations in the expression of the lncRNA, HOTAIR, in cultured human breast cancer cells (MCF7) as well as in the mammary glands of rats [20]. In workers occupationally exposed to benzene, the lncRNA, NR_045623 and NR_028291, were thought to be key genes associated with benzene hematotoxicity [21]. According to Leslie Recio, exposure to the chemical carcinogen, furan, can induce differential expression of lncRNAs in the liver tissue of female B6C3F1 mice [22]. Thai et al. identified a novel lncRNA, SCAL1, induced by cigarette smoke [23]. These studies indicate that chemical exposure can induce alterations in lncRNA expression.

4-(methylnitrosamino)-1-(3-pyridyl)-1-butanone (NNK) is a key compound in cigarette smoke which plays a major role in lung carcinogenesis [24]. Numerous studies have shown that NNK is a potent lung carcinogen in rats, mice, and hamsters. NNK-induced lung tumorigenesis exhibited marked organ specificity in male F344 rats [25, 26]. In our previous study [27], we successfully established an F344 rat model of lung carcinogenesis induced by NNK and collected whole blood at different stages of NNK-induced lung carcinogenesis and tissue samples at 95 weeks after NNK treatment. Silva et al. added NNK to normal human bronchial epithelial cells (NHBE) and identified 12 Long Stress-Induced Non-coding Transcripts [28]. To date, the alteration in expression of lncRNAs is unclear during NNK-induced lung carcinogenesis. In the present study, using the rat model, the differential expression profiles of lncRNA were analyzed using the Arraystar rat lncRNA array. lncRNA NR_026689 was identified as a potential biomarker for lung cancer and was associated with lung carcinogenesis induced by NNK.

## RESULTS

### Differential expression profiles of lncRNA in NNK-induced lung carcinogenesis

In order to assess the alteration in lncRNA expression in rat lung carcinogenesis induced by NNK, we selected 3 pairs of rat lung tumor samples and matched normal lung tissues and 2 blood samples from the control and NNK treatment group in the 95th week, and determined the lncRNA expression profiles using Arraystar rat lncRNA microarray. 

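The Arraystar rat lncRNA array is a 1-colour Agilent oligonucleotide array that measures lncRNAs and mRNAs on the same slide. Besides its control spots it held 24684 probes, counted here as 9361 for lncRNAs and 15323 for mRNAs. A probe was counted for an mRNA where the array names a RefSeq mRNA (NM_ or XM_), and for a lncRNA otherwise. Of the 9361, 9319 belong to the array's lncRNA design, and the others are counted with them. Most lncRNA probes (8357) were printed in 3 spots, while 15283 of the mRNA probes had 1 spot. The groups were 3 lung tumors and 3 matched normal lung tissues from rats treated with NNK, a carcinogenic nitrosamine of tobacco smoke, and 1 blood sample each from a control rat and a NNK-treated rat. For each of the 8 arrays the authors deposited the output of Agilent Feature Extraction 10.5.1.1, which gives every spot a background-subtracted intensity (the processed signal), and besides it their own quantile-normalized log2 values. The paper's text names quantile normalization and a filter for low intensity, but not the rule of that filter. Its statistics paragraph names the independent and the paired samples t test for the whole study and does not say which was used for the arrays. For the values given here, the log2 processed signals were quantile-normalized within the 6 lung arrays and, separately, within the 2 blood arrays. Spots that Feature Extraction marked as outliers were left out, and the spots of a probe were averaged. A probe was kept where most of its spots were well above background on at least 3 of the 6 lung arrays, or on at least 1 of the 2 blood arrays. The median processed signal was between 25.0 and 35.6 on the lung arrays, 11.8 on the control blood array and 32.0 on the NNK blood array. Its 75th percentile was between 1191 and 1329 on the lung arrays, but only 95.4 and 205.8 on the control and NNK blood arrays. Between 40.5% and 53.8% of the lncRNA probes were well above background on a lung array, against 41.8% and 41.1% on the control and NNK blood arrays. Outlier marks fell on 4.92% to 8.62% of the spots well above background on the normal lung arrays and on 15.9% to 25.3% on the lung tumor arrays. This left 12471 probes for the lung comparison, 3834 of them for lncRNAs, and 3332 probes that passed the filter had too few unmarked spots to be tested. Lung tumor and normal lung were compared with limma, which fits each probe's log2 signal and shares the estimate of the spread across probes, and p values were adjusted by the Benjamini-Hochberg method. All tests were two-sided. The 3 normal lung arrays and tumor array 1 lay on slide 1, tumor arrays 2 and 3 on slide 2, and both blood arrays on slide 3. The number of arrays limits the precision of every comparison, and the blood groups, with 1 array each, have no replicate check.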

After normalization for raw signal intensities in Quantile method by GeneSpring GX v11.5, and filtering for low intensity lncRNAs, the quality of lncRNA data was assessed by box plot and scatter plot. 

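In the authors' normalized log2 values, the median over the lncRNA probes was between 3.21 and 3.38 on the 6 lung arrays, 4.20 on the control blood array and 3.90 on the NNK blood array. The 75th percentile of the lncRNA probes was between 6.46 and 6.74 on the lung arrays, and 8.57 and 8.12 on the control and NNK blood arrays. The normalization ran over all probes of an array, mRNA probes included, so the lncRNA probes alone can still differ between arrays. With quantile normalization within the lung arrays alone, the medians over the lncRNA probes were between 2.87 and 3.06.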

As shown in Figure 1A, after normalization, the distributions of intensities in all samples were almost the same. The scatter-plot was then used to assess the variation in lncRNA expression between the two compared arrays (Figure 1B and 1C). 

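Between the mean of the lung tumor arrays and the mean of the normal lung arrays, 32.5% of 4118 lncRNA probes differed at least 2-fold, 807 toward higher and 533 toward lower signal in the tumor. Pearson's r across these probes, which are not independent replicates, was 0.946. Between the control and the NNK blood array, 38.5% of 4345 lncRNA probes differed at least 2-fold and r across probes was 0.886. Single arrays were then compared in pairs, over the lncRNA probes well above background on both. Any pair of the 3 normal lung arrays differed at least 2-fold in 45 to 81 lncRNA probes, or 1.28% to 2.19% of those compared. Tumor arrays 2 and 3 differed in 55 probes (1.39%), while tumor array 1 differed from them in 268 (7.36%) and 293 (8.43%). A normal lung array and a lung tumor array differed in 25.8% to 34.3% of the probes, and the pair of blood arrays in 28.9%. The difference between 2 arrays was also set against the spread between the 3 spots of a probe, as the ratio of the observed to the expected mean squared difference, after removal of the trend with signal. In a simulation without any difference this ratio was 1.01. It was between 0.464 and 0.788 for the pairs of normal lung arrays and 0.464 for tumor arrays 2 and 3. The 3 normal lung arrays, and likewise tumor arrays 2 and 3, thus differed by less than the sampling noise, taken from the spots. Ratios this far under the simulated one mean that the spots overstate the noise between arrays, so they cannot show whether the arrays hold one RNA or several. The paper describes the tumors as independent samples and the normal tissues as matched to them. As a precaution, these arrays were counted as 1 sample in every mean ± SD, which leaves 1 normal lung sample and 2 lung tumor samples. Tumor array 1 against tumor arrays 2 and 3 gave ratios of 3.01 and 3.34, but it was hybridised on another slide, so sample and slide cannot be told apart in this difference. The ratio was between 8.33 and 12.7 for a normal lung and a lung tumor array and 2.14 for the blood arrays.

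**Figure D1:**
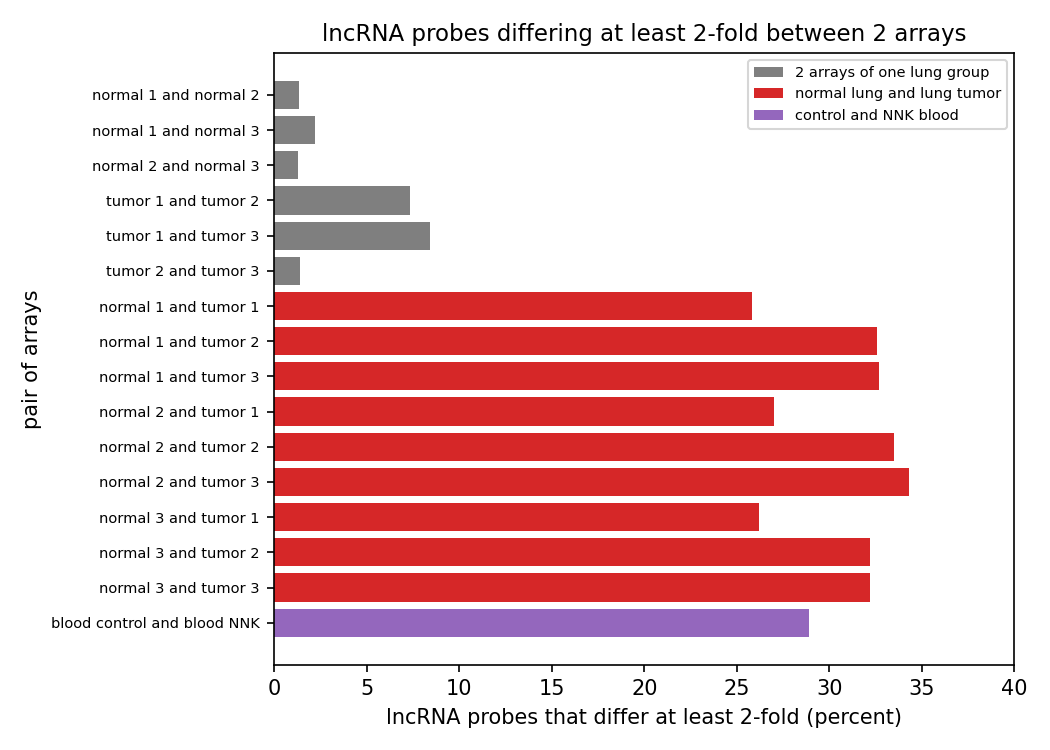
Percent of lncRNA probes, among those well above background on both arrays, that differ at least 2-fold between the 2 arrays of each pair (horizontal axis, bars from 0). Gray bars are pairs within normal lung or within lung tumor, red bars pairs of a normal lung and a lung tumor array, and the purple bar the control and NNK blood arrays. The pairs with tumor array 1 and another tumor array reach 7.36% and 8.43%, the other pairs within a group stay at or under 2.19%, and every normal and tumor pair is at 25.8% or above.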

To identify differentially expressed lncRNAs which were significantly different, we performed Volcano Plot filtering between the compared groups (the filtering threshold was a fold change ≥ 2 and a *p* value ≤ 0.05). According to these screening factors, the differential expression profiles between lung tumor tissues and matched normal lung tissues are shown in Figure 1D. 

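At a fold change of at least 2 and an unadjusted p of at most 0.05 from limma, 705 lncRNA probes were higher and 486 were lower in lung tumor than in normal lung, together 31.1% of the lncRNA probes tested. With the Benjamini-Hochberg adjusted p in place of the unadjusted one, 686 were higher and 478 lower. Of the 705 higher probes, 196 were not well above background on any normal lung array. Of the 486 lower probes, 25 were not well above background on any lung tumor array. They were counted by the fold change of these dim signals, so its size is uncertain and some may not reach 2-fold. With the slide as a block, where only tumor array 1 is compared with normal lung on its own slide, 641 lncRNA probes were higher and 429 lower, 952 of them among the 1191 without it. The normexp background correction moved the counts at the unadjusted threshold most, to 295 higher and 289 lower. With the near-identical arrays counted once, an alternative chosen after the data were seen, 565 lncRNA probes were higher and 429 lower at the unadjusted threshold, of which 965 were among those 1191. After adjustment that comparison of 1 normal lung sample with 2 lung tumor samples left 277 higher and 250 lower. Its spread comes from the tumor samples alone, and the lone normal sample is assumed to vary like them. In the authors' normalized values, with the methods' t-test and without a filter on dim probes, a combination also chosen after the data were seen, 757 were higher and 523 lower. Among the lncRNAs measured above background in both groups, the largest rises in this normalization were those of MRAK034224, XR_009241 and AF547168, which the array lists by these names only. MRAK034224 had a log2 signal of 12.51 in lung tumor and 7.37 in normal lung, a log2 fold change of 5.14 (standard error 0.051, adjusted p = 1.7e-06, limma). The log2 fold change was 4.74 (standard error 0.10, adjusted p = 4.72e-06) for XR_009241 and 4.61 (standard error 0.060, adjusted p = 2.33e-06) for AF547168. The largest falls in it were those of MRNR_027323 at -5.31 (standard error 0.21, adjusted p = 1.74e-05), BC158675 at -4.63 (standard error 0.32, adjusted p = 0.000118) and MRAK020698 at -4.47 (standard error 0.088, adjusted p = 4.18e-06). All 6 held their direction on every tumor array and stayed past the threshold under all 20 alternatives run for them.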

Compared with normal lung tissues, 757 lncRNAs were significantly up-regulated and 519 lncRNAs were significantly down-regulated in lung tumor tissues induced by NNK. The lncRNA differential expression profiles in blood samples between the control group and NNK treatment group indicated that 2130 lncRNAs and 1220 lncRNAs were up-regulated and down-regulated in the NNK treatment group, respectively. 

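On the 2 blood arrays, 4345 lncRNA probes could be compared. Of these, 711 were at least 2-fold higher and 962 at least 2-fold lower in the NNK blood sample than in the control blood sample, so 57.5% of the changed probes were lower. With 1 array per group there is no test, and the counts describe these 2 samples. With the probes limited to the 3381 well above background on both, 362 were higher and 614 lower. The normexp background correction lowered the counts most, to 264 higher and 211 lower, and it was the only alternative with more higher than lower probes. In the authors' normalized values, 842 were higher and 1480 lower, and without a filter on dim probes, chosen after the data were seen, 1332 were higher and 2315 lower. Among the lncRNAs well above background on both blood arrays, MRAK084895 had the largest rise in this normalization, from a log2 signal of 9.64 in control blood to 14.19 in NNK blood (log2 fold change 4.55). It was followed by XR_007069 (4.35) and BC167051 (4.20). The order depended on the processing, since XR_007069 rose more than MRAK084895 after the 75th percentile shift (4.37 against 3.81), after quantile normalization over all 8 arrays (6.77 against 3.21) and in the authors' values (6.63 against 3.08). The largest falls in this normalization were those of uc.31+, which has 1 spot, at -4.93, MRAK017419 at -4.12 and AM418837 at -3.87. Under normexp the fall of uc.31+ (-2.85) was smaller than that of MRAK017419 (-3.97). All 6 kept their direction under every alternative run, but not their size. The log2 fold change was between 3.08 and 4.55 for MRAK084895, 2.67 and 6.77 for XR_007069, 2.94 and 4.20 for BC167051, -7.44 and -2.85 for uc.31+, -4.76 and -1.75 for MRAK017419, and -4.37 and -1.52 for AM418837. Higher and lower follow the samples' labels throughout.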

Hierarchical clustering was then performed based on differentially expressed lncRNAs in lung tissues and blood samples. The results showed the relationships and distinguishable lncRNA expression profiling among the samples. 

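The 6 lung arrays were clustered by average linkage on the Euclidean distance of their log2 signals over the 1116 changed lncRNA probes with a value on every array. The first split put all 6 arrays on the side of their own group. The mean distance was 72.3 between a normal and a tumor array, 14.3 between normal arrays, 8.84 between tumor arrays 2 and 3, and 24.6 between tumor array 1 and these. The probes had been chosen because they part the groups, so the clustering was repeated on all 3607 lncRNA probes tested with a value on every array, and the first split was the same, with a mean distance of 80.1 between groups and 27.1 between normal arrays.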

As shown in Figure 2A, hierarchical clustering distinguished between normal lung tissues and lung tumor samples. Similarly, hierarchical clustering also distinguished between blood samples from the control and NNK treatment group (Figure 2B). 

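With 2 blood arrays, clustering always puts each in a branch of its own, so for these samples the distances are given. Over the 4827 lncRNA probes with a value on all 8 arrays, normalized together, the control and NNK blood arrays lay 123.6 apart, more than the mean of 79.3 between a normal lung and a lung tumor array and of 36.9 between normal lung arrays. The lowest distance between a blood and a lung array was 289.2. Without a further array per group, the distance between the blood samples has no replicate spread to be set against. Set against the spread between spots, the order was the reverse. The ratio was 2.14 for the blood arrays and between 8.33 and 12.7 for a normal lung and a lung tumor array. The larger distance therefore does not show that the blood samples differ more.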

Details of the lncRNA microarray data in this study have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE68967 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE68967).

**Figure 1:**
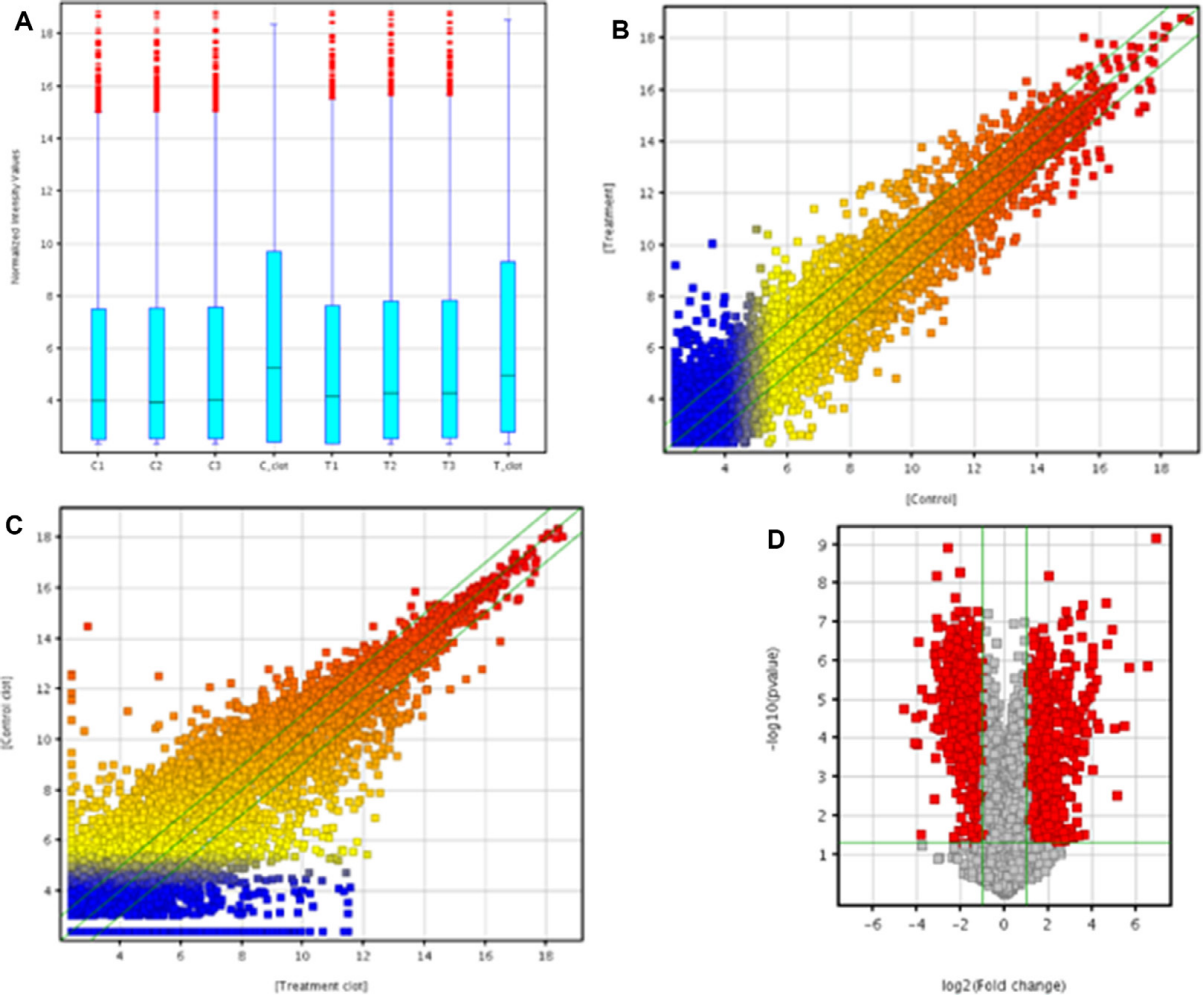
Microarray analysis of lncRNA expression profile The box plot is used for comparing the distributions of the intensities from all samples (**A**) After normalization, the distributions of log2-ratios among all tested samples are nearly the same. The Scatter-Plot is used for assessing lncRNA expression variation between lung tumor tissues and matched normal lung tissues of NNK treatment group (**B**) The Scatter-Plot is used for assessing lncRNA expression variation in blood samples between control and NNK treatment group (**C**) The values of X and Y axes in the Scatter-Plot are the averaged normalized signal values of the samples in each group (log2 scaled). The green lines are 2-fold change lines. The lncRNAs above the top green line and below the bottom green line indicated more than 2 fold change of lncRNAs between the two compared groups. Volcano Plot analysis of the microarray data on the differentially expressed lncRNA in lung tumor tissues vs. matched normal lung tissues of NNK treatment group (**D**) The vertical lines correspond to 2.0- fold up and down regulation while the horizontal line represents a *p* value of 0.05. The red point in the plot represents the differentially expressed lncRNAs with statistical significance. Statistical significance was defined as fold change ≥ 2.0 and *p* value ≤ 0.05 between lung tumor tissues and matched normal lung tissues of NNK treatment group.

**Figure 2:**
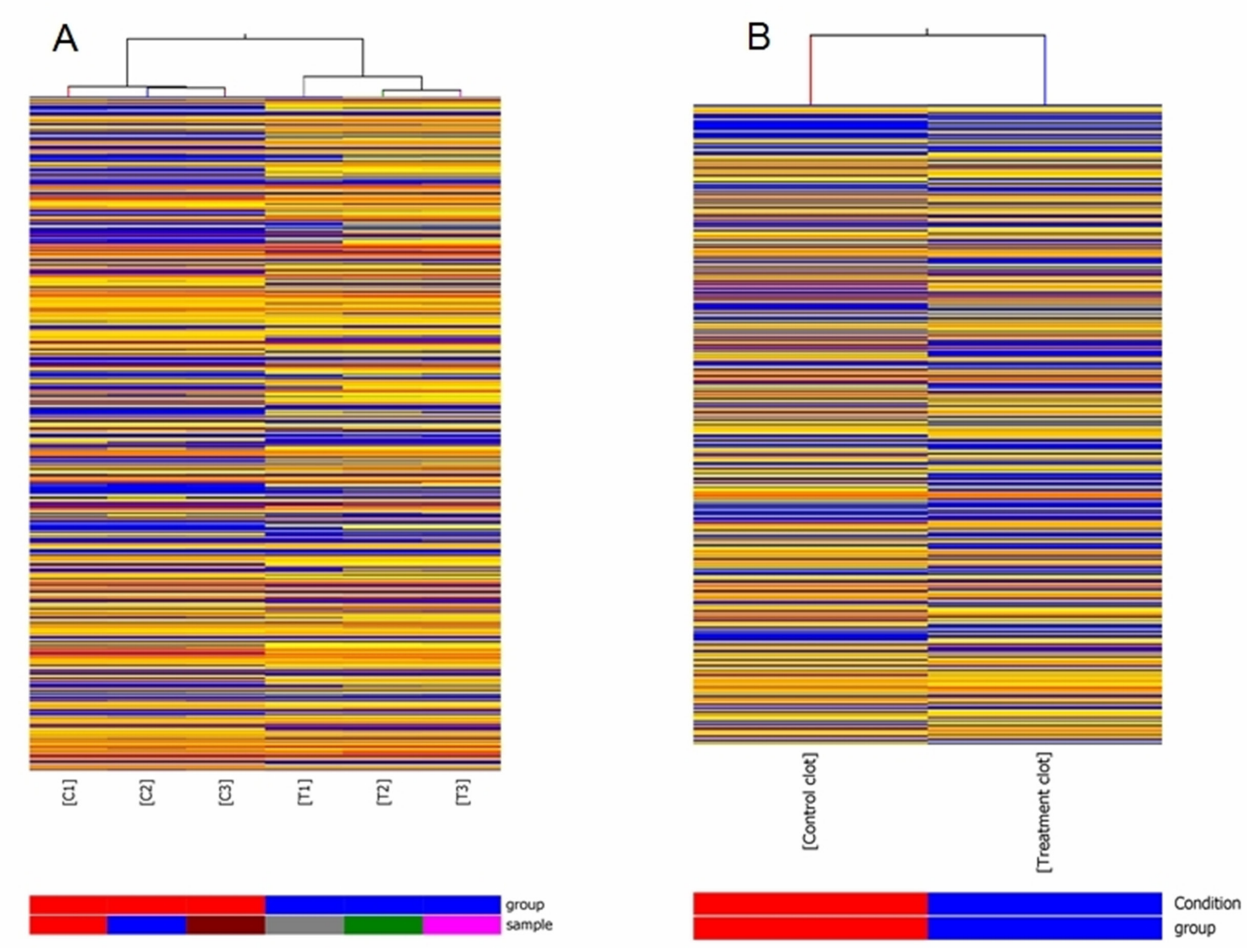
Heat map presentation of expression profile of lncRNA The heat maps show that the correlation for lncRNAs that were statistically differentially expressed in lung tumor tissues vs. matched normal lung tissues of NNK treatment group at the 95th week (**A**). T1-3: three independent lung tumor samples from NNK treatment group respectively. C1-3: three matched normal lung tissue samples from NNK treatment group, respectively. The heat maps for differentially expressed lncRNAs in blood samples between NNK treatment group and control group at the 95th week (**B**). Control clot and Treatment clot respectively represent blood samples from control group and NNK treatment group. Each column represents a separate sample and each row represents a single lncRNA. “Red” indicates high relative expression, and “blue” indicates low relative expression.

### Further screening and validation of differential expression of lncRNAs by qRT-PCR

According to microarray manufacturer's recommendation, we selected differential expressed lncRNAs derived from NCBI RefSeq_NR for further studies. Then, five differentially expressed lncRNAs (NR_026689, NR_027324, NR_002704, NR_024118 and NR_027235) were selected as candidate lncRNAs for further analysis by screening the lncRNA microarray data. The details of differential expression in these lncRNAs are shown in Table 1. 

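Each of the candidate lncRNAs was measured by 1 probe printed in 3 spots, and all were well above background on all 6 lung arrays. The genome positions are those of the paper's Table 1, and the array files name rn4 as their build. No position is given for NR_027324, which Table 1 places on another chromosome than the one the reference annotation gives for the gene of this transcript. NR_026689 (chromosome 12_random, 743385 to 743445) had log2 signals of 7.58, 7.54 and 7.67 on the normal lung arrays and of 10.31, 10.11 and 10.07 on the lung tumor arrays. Its log2 fold change was 2.57 (standard error 0.085, adjusted p = 1.04e-05, limma). With the near-identical arrays counted once, its log2 signal was 10.20 ± 0.15 (SD, n = 2) in lung tumor against 7.60 in 1 normal lung sample. The alternatives run gave log2 fold changes between 2.23 and 2.71, the latter with the slide as a block, with adjusted p values up to 0.0351, the largest for the arrays counted once. NR_027324, which the reference annotation lists by its accession as the transcript of H19, rose by 1.52 (standard error 0.16, adjusted p = 0.000573), from a mean of 4.60 over the normal arrays to 6.12 over the tumor arrays, or 6.15 ± 0.15 (SD, n = 2) counted once. NR_002704, the transcript of Gas5 (chromosome 13, 76595646 to 76596186), rose by 1.36 (standard error 0.074, adjusted p = 4.1e-05), from 10.22 to 11.58, or 11.61 ± 0.13 (SD, n = 2) counted once. For this lncRNA the spots marked as outliers were kept, since 7 of its 9 spots on the normal arrays and all 9 on the tumor arrays were so marked. NR_024118, a transcribed pseudogene annotated as Tnxa-ps1 (chromosome 20, 4128070 to 4128130), fell by 2.33 on the log2 scale (standard error 0.17, adjusted p = 0.000133), from 11.70 to 9.37, or 9.46 ± 0.38 (SD, n = 2) counted once. NR_027235 (chromosome 4, 76723961 to 76724021), which has no match in the reference annotation, fell by 1.27 (standard error 0.24, adjusted p = 0.00623), from 5.62 to 4.35, or 4.47 ± 0.49 (SD, n = 2) counted once. So counted, where the spread comes from the 2 tumor samples and the normal sample is assumed to vary like them, the fall of NR_027235 was no longer significant (log2 fold change -1.15, adjusted p = 0.158), and with the slide as a block, which compares the normal lung arrays with tumor array 1 alone, it was below 2-fold (-0.81). After the normexp background correction the changes of NR_027324 (0.60), NR_002704 (0.78) and NR_027235 (-0.38) were also below 2-fold. All 5 adjusted p values stayed at or under 0.00276 when adjusted over the list alone, but the study chose this list on these samples, so this is not independent evidence.

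**Figure D2:**
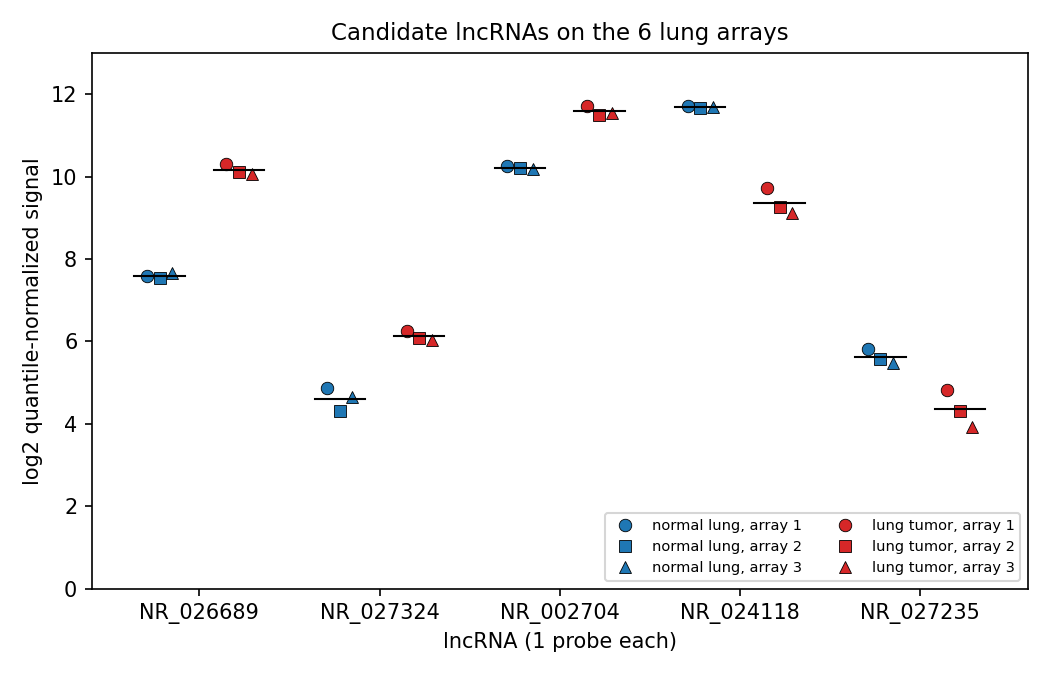
Log2 quantile-normalized signal (vertical axis) of the 5 candidate lncRNAs (horizontal axis) on each of the 6 lung arrays. Blue marks are normal lung and red marks lung tumor, circles, squares and triangles are arrays 1, 2 and 3, and the black line is the mean of the 3 arrays. Outlier spots were kept for NR_002704 only. The tumor arrays lie above the normal arrays for NR_026689, NR_027324 and NR_002704 and below them for NR_024118 and NR_027235.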

LncRNA NR_026689, NR_027324 and NR_002704 were significantly up-regulated; lncRNA NR_024118 and NR_027235 were significantly down-regulated, respectively. In order to validate the results of lncRNA microarray, the five candidate lncRNAs were determined in nine paired rat lung tumor tissues and matched normal lung tissues from NNK-treated rats in the 95th week using qRT-PCR. These results are shown in Figure 3. Compared with normal lung tissues in the NNK treatment group, the level of lncRNA NR_026689 (Figure 3A and 3B) and NR_002704 (Figure 3E and 3F) expression was significantly increased in nine paired lung tumor tissues in the NNK treated group (paired *t*-test, *n* = 9). Of these nine paired samples, the expression of NR_026689 and NR_002704 was significantly up-regulated in seven and six paired lung tumor tissues (7/9 and 6/9), respectively. There was no significant difference in the level of lncRNA NR_027324 between normal lung tissues and paired lung tumor tissues (Figure 3C and 3D). The level of lncRNA NR_024118 (Figure 3G and 3H) and NR_027235 (Figure 3I and 3J) expression was significantly decreased in nine lung tumor tissues compared to paired normal lung tissues in the NNK treated group (paired *t*-test, *n* = 9). NR_024118 and NR_027235 were significantly up-regulated in 5/9 and 4/9, respectively. These data indicated that the qRT-PCR results for lncRNA NR_026689, NR_002704, NR_024118 and NR_027235 were consistent with those of lncRNA microarray. Of these four lncRNAs, the differential expression of NR_026689 was more significant than the others. Thus, lncRNA NR_026689 was selected as a candidate lncRNA for further study.

**Table 1:** Candidate lncRNAs for additional qRT-PCR in individual rats

LncRNA Name	Intensity of control	Intensity of treatment	Fold change	Regulation	*P*-Value	Chromosome maps
NR_026689	179.07612	1160.225	4.857965	up	3.78E–06	Chr12_random: 743385–743445
NR_027324	22.51848	75.77106633	2.608754	up	4.83E–04	Chr13:40636333–40636393
NR_002704	1182.3719	3009.056467	2.3254766	up	2.95E–05	Chr13:76595646–76596186
NR_024118	3386.4756	699.3427367	4.128733	down	1.40E–04	Chr20:4128070–4128130
NR_027235	45.174255	24.038046	2.050225	down	0.0147523	Chr4: 76723961–76724021

**Figure 3:**
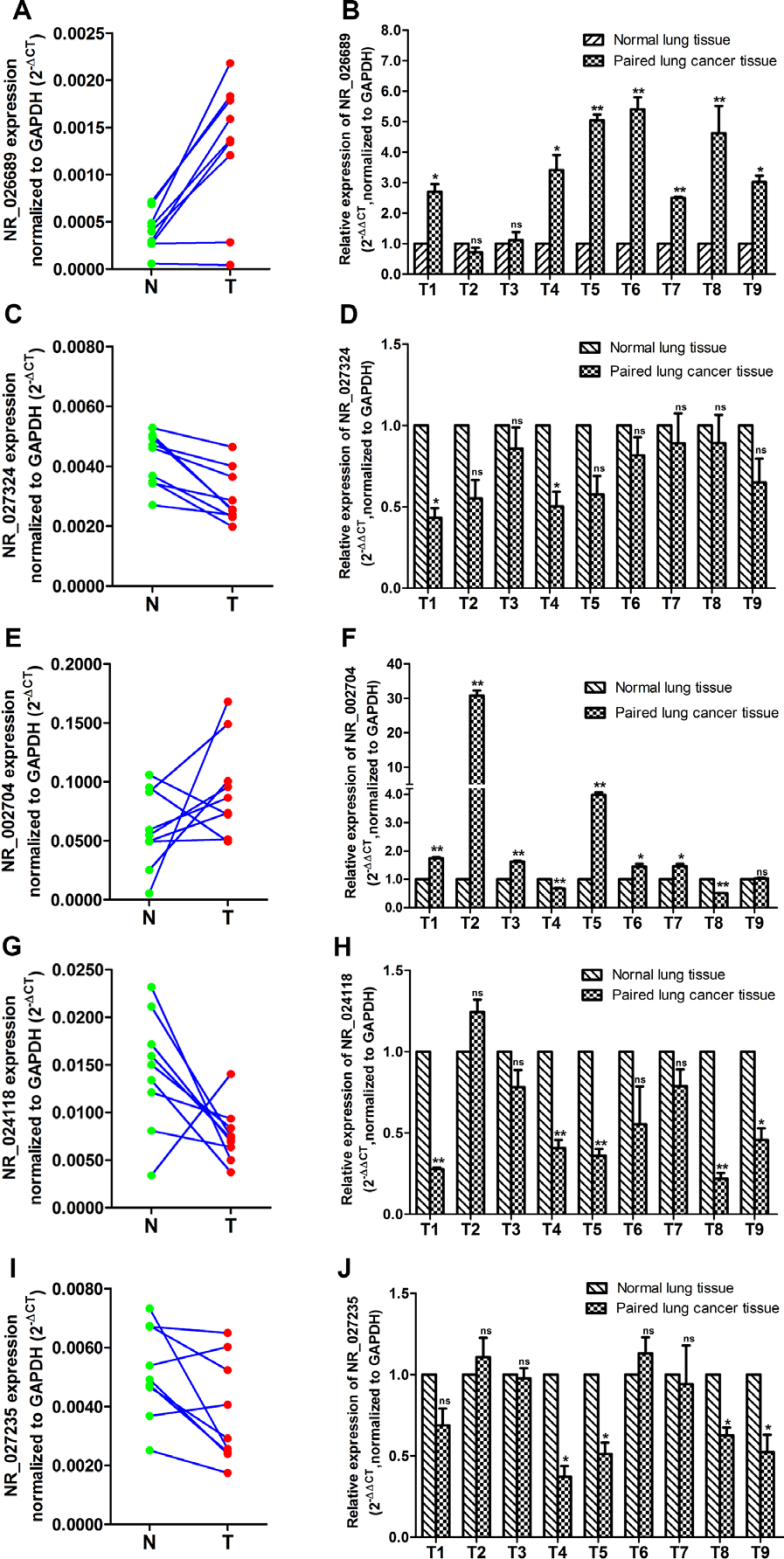
Identification of candidate lncRNAs by qRT-PCR analysis in rat lung tumor tissues vs. paired normal lung tissues from the NNK treatment group at the 95th week The expression level of lncRNA in 9 paired lung tissues was determined for NR_026689 (**A**) and (**B**), NR_027324 (**C**) and (**D**), NR_002704 (**E**) and (**F**), NR-024118 (**G**) and (**H**), and NR_027235 (**I**) and (**J**). T denotes the rat lung tumor tissues and N represents the matched normal lung tissues in the NNK treatment group. The expression level of lncRNA was normalized to GAPDH. The paired Student's *t* test was used to ascertain the statistical significance of the differences between rat lung tumor tissues and paired normal lung tissues in the NNK treatment group. Data are presented as mean ± SEM for three independent experiments, *p < 0.05; **p < 0.01; ns: no significance.

### Analysis of the sequence of NR_026689 by 5′RACE

In order to understand the possibility of NR_026689 encoding protein, the nucleotide sequences and PCR products of NR_026689 were obtained by 5′RACE assay. The full-length sequences of NR_026689 and agarose gel electrophoresis of nested PCR products are presented in Figure 4A and 4B. Further analysis of the sequences was performed by ORF Finder and no continuous ORF was found. The longest ORF of NR_026689 was 213 bp (Figure 4C). The results indicate that NR_026689 is unlikely to be translated and conforms to the character of a lncRNA.

**Figure 4:**
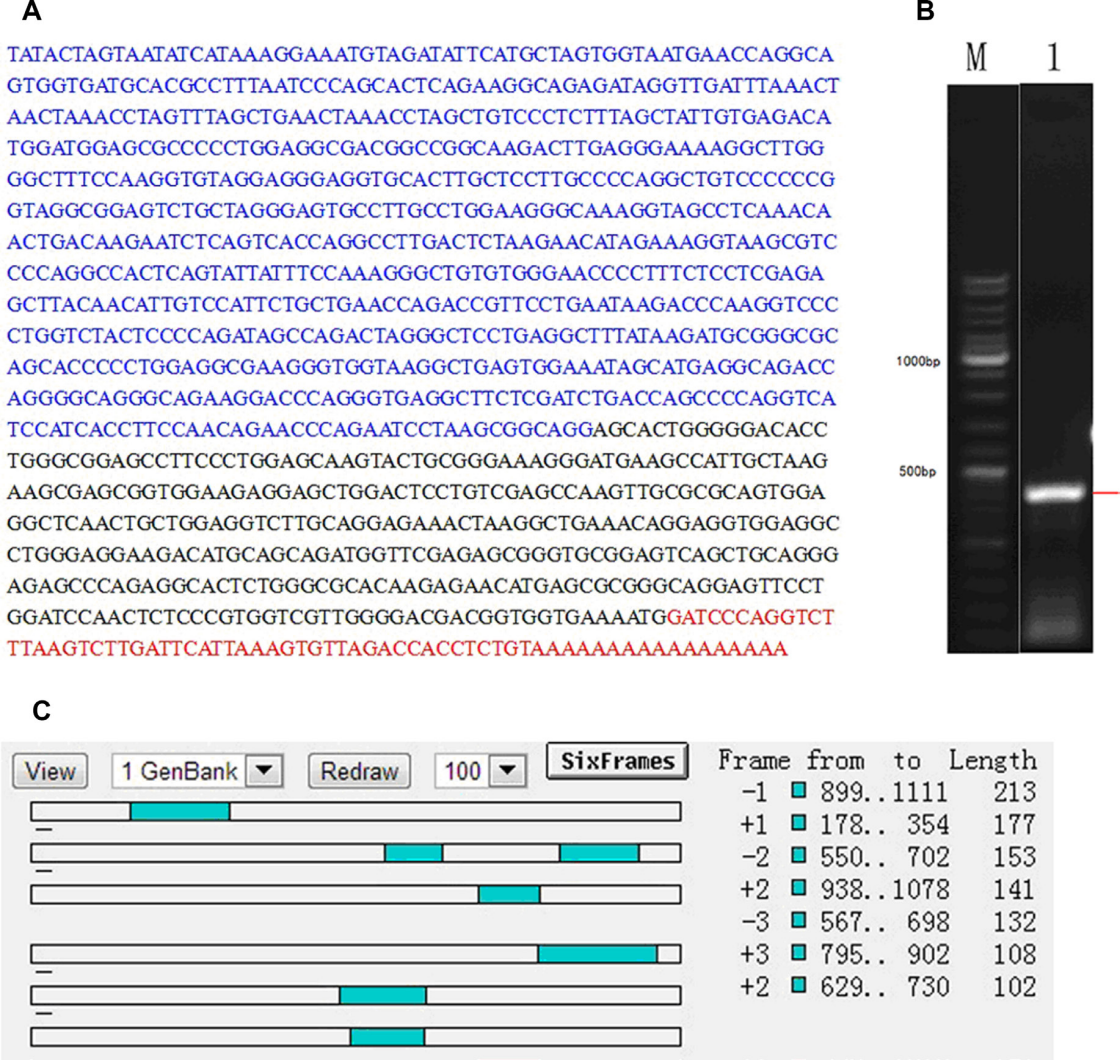
Results of 5′ RACE in NR_026689 (**A**) Nucleotide sequences of NR_026689, composed of a 5′ end sequence (blue), middle sequence (black) and 3′end sequence (red). (**B**) Agarose gel electrophoresis of nested PCR products from the 5′ RACE procedure. Lane M: 1 kb DNA Ladder; Lane 1: PCR product was amplified from the 5′end of NR_026689. (**C**) ORF prediction of NR_026689 sequence. No continuous ORFs are present in the NR_026689 sequence.

### The expression of lncRNA NR_026689 is associated with lung carcinogenesis induced by NNK

In order to further explore the association between the alteration in NR_026689 and lung tumor or NNK treatment, in addition to nine paired lung tumor tissues and normal lung tissues from the NNK treatment group, we examined the expression levels of NR_026689 in seven normal rat lung tissues from the control group. The differential expression of NR_026689 among the three groups was analyzed using the Kruskal-Wallis test. As shown in Figure 5A, compared with normal lung tissues from the control group, the level of NR_026689 was significantly increased in normal lung tissues from the NNK treatment group (*p* < 0.05) and lung tumor tissues from the NNK treatment group (*p* < 0.001). Compared with normal lung tissues from the NNK treatment group, NR_026689 expression level was significantly increased in paired lung tumor tissues from the NNK treatment group (*p* < 0.01). These results showed that the alteration in lncRNA NR_026689 was associated with NNK exposure and lung carcinogenesis induced by NNK.

**Figure 5:**
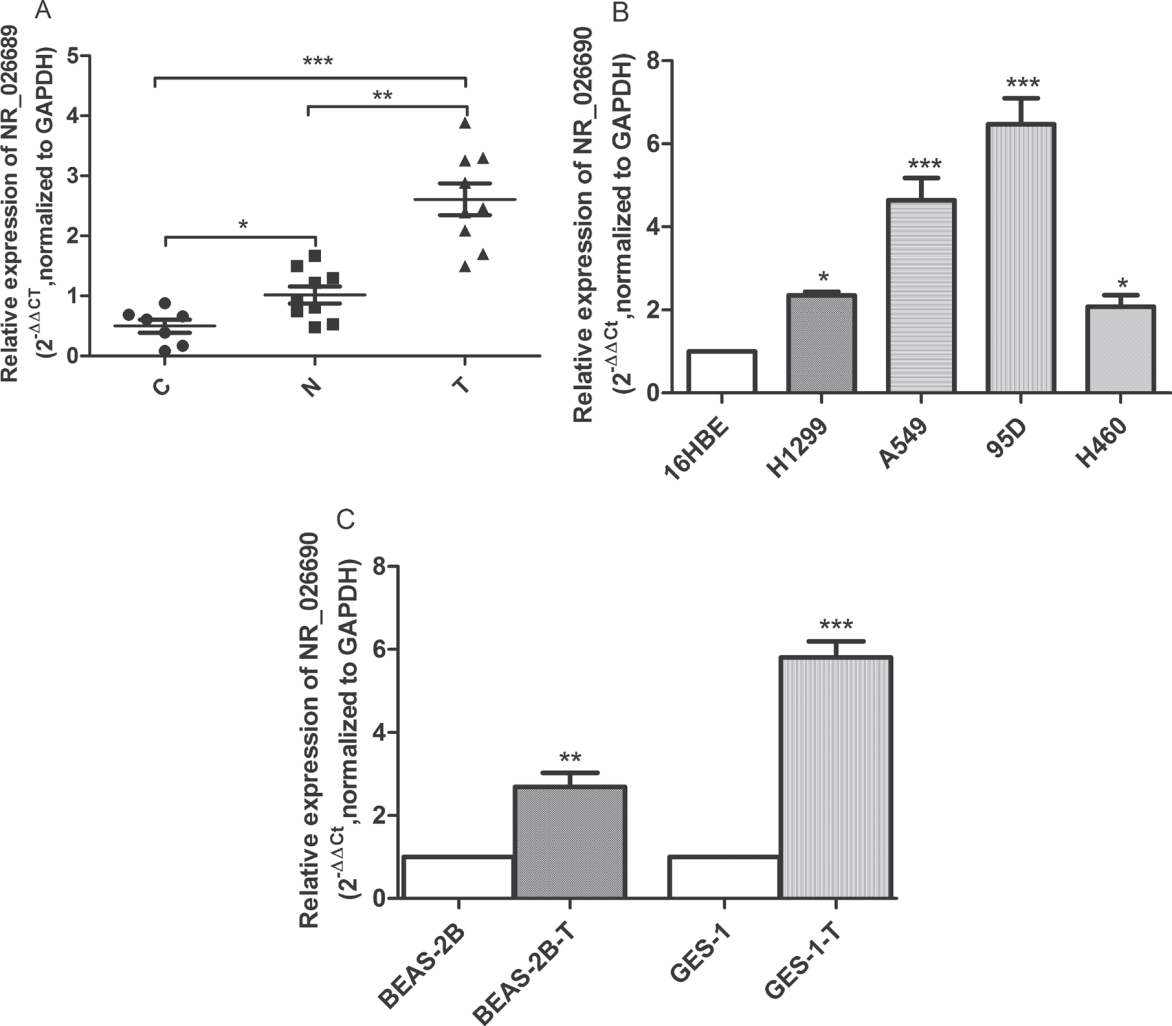
The level of NR_026689 and its human orthologous gene NR_026690 expression Scatter plots of the level of NR_026689 in rat normal lung tissues from control (C, *n* = 7), normal lung tissues in the NNK treatment group (N, *n* = 9), and paired lung tumor tissues from the NNK treatment group (T, *n* = 9) (**A**). The level of NR_026690 in lung cancer cell lines (H1299, A549, 95D and H460) relative to normal human bronchial epithelial cell 16HBE (**B**). The relative level of NR_026690 in benzo (a) pyrene-induced transformation cell (BEAS-2B-T) and MNNG-induced transformation cell (GES-1-T) (**C**). The expression level of NR_026689 and NR_026690 was normalized to GAPDH. *p < 0.05; **p < 0.01, ***p < 0.001.

According to NCBI, the orthologous gene of NR_026689 in human is NR_026690. In order to explore the potential clinical significance of lncRNA NR_026689 in human lung cancer cell lines and transformation cell induced by chemicals, we detected the expression level of NR_026690 in normal human bronchial epithelial cell 16HBE and lung cancer cell lines (H1299, A549, 95D and H460). The results showed that the level of NR_026690 was significantly increased in lung cancer cell lines compared to 16HBE (Figure 5B). Meanwhile, we detected the expression level of NR_026690 in normal human bronchial epithelial cell BEAS-2B, benzo (a) pyrene-induced transformation cell (BEAS-2B-T), normal human gastric mucosa epithelial cells GES-1 and MNNG-induced transformation cell (GES-1-T). The results showed that the level of NR_026690 was significantly up-regulated in BEAS-2B-T cell and GES-1-T cell. The results showed that the level of NR_026690 was significantly increased in transformed cell induced by chemicals (Figure 5C).

In addition, to further analyze the organ specificity in rat of lncRNA NR_026689 expression alteration, the level of NR_026689 was determined in rat heart, liver, spleen and kidney tissues, respectively. As shown in Figure 6, compared with the control group, no significant difference was observed in rat heart (Figure 6A), liver (Figure 6B), kidney (Figure 6C) and spleen (Figure 6D) tissues in the NNK treatment group. These data indicate that the alteration of lncRNA NR_026689 may be specifically observed in lung tissues and associated with lung carcinogenesis induced by NNK.

**Figure 6:**
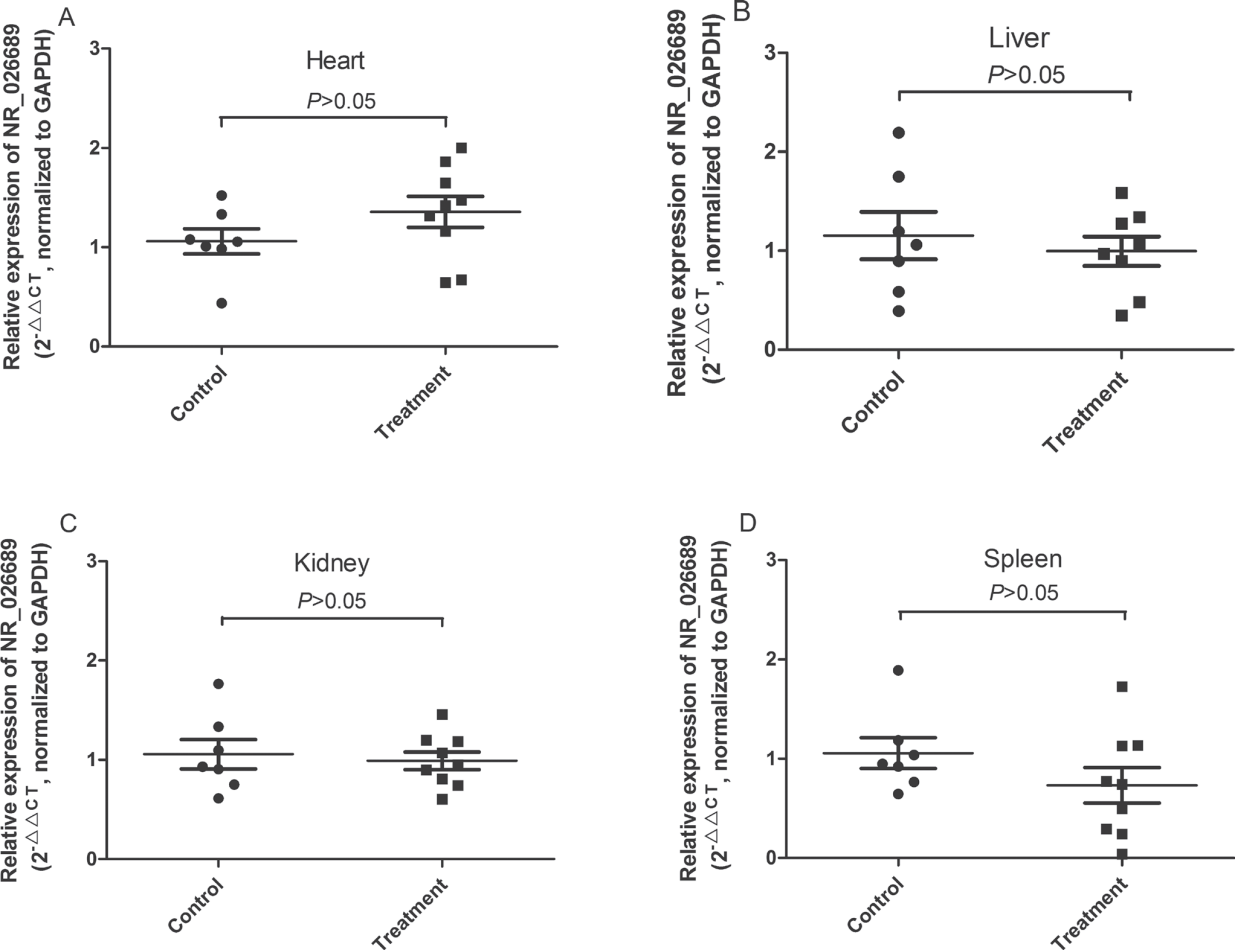
The level of NR_026689 expression in rat other organ tissues from the control group and NNK-treatment groups Levels of NR_026689 expression in the heart (**A**), liver (**B**), kidney (**C**) and spleen (**D**) tissues in rats treated with NNK were determined using qRT–PCR and compared with those of control rats (*n* = 7 for control group; *n* = 9 for NNK treatment group) at the 95th week. Statistical differences were determined by an unpaired Student's *t* test.

### Alteration of lncRNA NR_026689 in the blood of rats treated with NNK

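On the blood arrays, NR_026689 was close to background. In the control blood sample 2 of its 3 spots were well above background and its log2 signal was 4.47, while in the NNK blood sample 0 of 3 were and its log2 signal was 4.14. The spots gave an SD of 2.51 for the log2 difference between the arrays, larger than the difference itself, so a change of NR_026689 in blood was not detectable on these arrays. In the alternatives that gave a value, the log2 difference of NNK from control blood was between -2.15 and -0.06, and with probes required to be well above background on both arrays NR_026689 was not compared.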

The lncRNA microarray results of two blood samples indicated that NNK exposure could induce an alteration in lncRNA expression profiles in circulating blood samples. To validate whether blood lncRNA NR_026689 expression is altered and may be a potential biomarker for lung cancer, we investigated the expression change of lncRNA NR_026689 in rat whole blood at early stages of NNK-induced lung carcinogenesis. According to our previous study [27], at the 20th week following NNK treatment, no lung tumors or pathological changes were observed in rat lung tissues in both control and NNK treatment groups. Therefore, we respectively collected whole blood samples from six rats in the control group and six rats in the NNK treatment group at the 10th and 20th week of NNK treatment. Using qRT-PCR, the level of lncRNA NR_026689 was determined in these whole blood samples. As shown in Figure 7, compared with the control group, at the 10th and 20th week, the level of NR_026689 in rat whole blood was significantly up-regulated in the NNK treatment group (Figure 7A and 7B, *p* < 0.05). These results indicated that the level of NR_026689 was significantly altered in rat whole blood from the NNK treatment group vs. the control group during early lung carcinogenesis induced by NNK.

**Figure 7:**
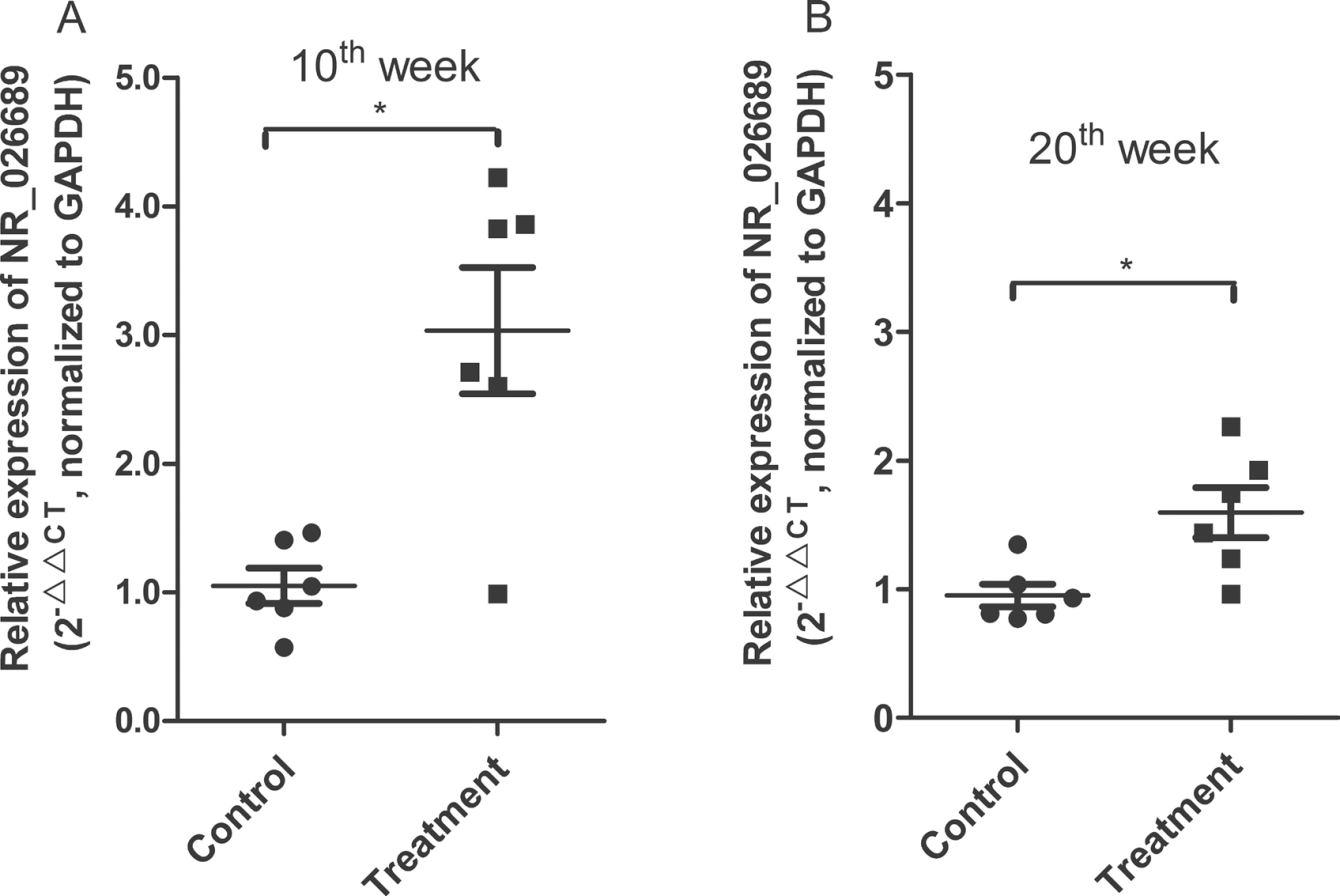
Changes of NR_026689 expression in rat whole blood at early stages following NNK treatment The scatter plot comparing blood NR_026689 levels in individual rats between the control group and the NNK treatment group at weeks 10 (**A**) and 20 (**B**), respectively. GAPDH was used as the reference gene. Each sample was analyzed in triplicate. The Mann-Whitney test was used to determine statistical significance. A single asterisk indicates a significant difference from the control (*p < 0.05).

## DISCUSSION

Several recent studies have indicated that environmental carcinogens can induce alterations in lncRNA expression [21, 29]. According to Thai et al., cigarette smoke extract can induce alterations in expression of the smoke and cancer-associated lncRNA-1 (SCAL1) [23]. NNK is a key compound in cigarette smoke and a lung carcinogen with organ-specificity. Silva et al. added NNK to normal human bronchial epithelial cells (NHBE) and identified 12 Long Stress-Induced Non-coding Transcripts [28]. To our knowledge, no study has reported that alterations in lncRNA expression are associated with lung carcinogenesis induced by chemical carcinogens. Using the rat model of lung cancer constructed in our previous study, we determined the lncRNAs associated with lung carcinogenesis induced by NNK.

Recently, many studies have shown that alterations in lncRNA expression profile occur in a variety of human cancers [30]. The lncRNA, HOTAIR, showed increased expression in primary breast tumors and metastases [31]. According to global microarray and *in situ* hybridization (ISH) analyses, Hu et al. identified a novel lncRNA, GAPLINC, which showed increased expression in gastric cancer tissues [12]. Using RNA sequencing, Crea et al. found that lncRNA PCAT18 was specifically expressed in prostate cancer tissues compared to normal tissues [18]. In the present study, to investigate the lncRNAs associated with lung cancer and NNK exposure, the lncRNA differential expression profile was assessed between lung cancer tissues and matched normal lung tissues. Compared with normal lung tissues, the lncRNA expression profile was significantly altered. Similarly, the lncRNA expression profile in blood samples was also changed. These results suggest that lncRNA may be involved in lung carcinogenesis induced by NNK.

According to the lncRNA microarray data and further validation using qRT-PCR, we identified a novel lncRNA NR_026689, which was significantly increased expression in rat lung cancer tissues induced by NNK and is located on chromosome 12q12 in rats. 

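In the reference annotation (assembly GRCr8, from which no coordinates were taken), NR_026689 is the transcript of the lncRNA gene Abhd11-as1. Its neighbours there are Stx1a and Abhd11. No probe of the array matched Abhd11, so the neighbouring mRNA could not be set beside the lncRNA. From the altered lncRNA profiles of the lung and blood arrays, the paper proposes that lncRNAs may take part in lung carcinogenesis induced by NNK. From the array and from qRT-PCR in further lung tissues, whose data are not analysed here, it identifies NR_026689 as a lncRNA increased in the lung tumors.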

To date, the character and function of NR_026689 are unknown. Using 5′RACE assay, we analyzed the full length sequence and identified the character of NR_026689. The results indicate that NR_026689 is unlikely to encode protein and is an lncRNA. According to Bhan et al., bisphenol-A and diethylstilbestrol exposure can induce alterations in the expression of the breast cancer associated long noncoding RNA, HOTAIR [20]. Female B6C3F1 mice were exposed to the carcinogen, furan, and differentially expressed lncRNAs were observed in liver tissue in the 4.0 mg/kg and 8.0 mg/kg dose groups [22]. lncRNA DQ786227 was identified as an oncogene which showed increased expression and effected cell proliferation and apoptosis in malignantly transformed BEAS-2B cells induced by benzo(a)pyrene [32]. These studies indicated that lncRNA may be involved in carcinogenesis induced by chemical carcinogens. In our present study, compared with normal lung tissues from the control group, the level of NR_026689 was significantly increased in normal lung tissues and lung tumor tissues from the NNK treatment group. These results indicate that the alteration in lncRNA NR_026689 is associated with NNK exposure and lung carcinogenesis induced by NNK. The further results showed that NR_026690, the orthologous gene of NR_026689 in human, was significantly increased expression in human lung cancer cell lines and transformed cell induced by chemicals. According to Yang and Lin et al., the level of lncRNA NR_026690 (also known as ABHD11-AS1) was significantly increased in gastric cancer tissues [33, 34]. These results indicate that lncRNA NR_026689 and its human orthologous gene NR_026690 are associated with cancer and carcinogenesis induced by chemicals.

Numerous studies have shown that lncRNA is a potential and efficient biomarker in the diagnosis and prognosis of cancer. A lncRNA profile study revealed that three-lncRNA signature was associated with the prognosis of patients with esophageal squamous cell carcinoma [35]. Redis et al. identified a novel lncRNA CCAT2 as biomarker for breast cancer [36]. Prensner et al. identified and validated a highly expressed lncRNA, SChLAP1, as a potential biomarker for the prognosis and metastasis of prostate cancer [37]. LncRNA acts as a biomarker for a variety of cancers, and organ specificity of lncRNA expression alteration is crucial. In this study, we found that NR_026689 expression was not significantly different in other major organ tissues in the NNK treatment group compared with the control group. According to Hecht SS, NNK is a potent lung carcinogen in rats and the organ specificity of NNK for the lung is remarkable [25]. Our results indicate that lncRNA NR_026689 may be specifically expression change in lung tissues and a potential biomarker for lung carcinogenesis induced by NNK.

Accumulating evidence shows that circulating lncRNA is a potential and noninvasive biomarker of human diseases including cancer. Using high-throughput methods of RNA analysis, lncRNAs in human plasma were observed and characterized [38]. Tong et al. identified a novel lncRNA, POU3F3, in plasma which is a novel biomarker for the diagnosis of esophageal squamous cell carcinoma [39]. Dong et al. reported that circulating lncRNA CUDR, LSINCT-5 and PTENP1 may be potential biomarkers for distinguishing patients with gastric cancer from healthy controls [40]. Tan et al. reported that circulation lncRNAs could act as biomarkers for predicting tumorigenesis and metastasis in hepatocellular carcinoma [41]. At early stages of mouse liver tumor promotion induced by Phenobarbital, Dlk1-Dio3 ncRNAs were identified as novel candidate early biomarkers for mouse liver tumor promotion [42]. In the present study, we determined the expression of NR_026689 in rat whole blood at early stages of NNK-induced lung carcinogenesis. Compared with the control group, the expression level of NR_026689 in rat whole blood at the 10th and 20th week of NNK treatment was significantly up-regulated in the NNK treatment group. These results indicate that blood lncRNA NR_026689 may be a potential early biomarker for lung carcinogenesis induced by chemical carcinogens.

In conclusion, our findings suggest that lncRNA may be involved in lung carcinogenesis induced by chemical carcinogens. In addition, we identified the novel lncRNA NR_026689. The level of lncRNA NR_026689 was significantly increased in lung tumor tissues induced by NNK and in rat whole blood. These findings suggest that lncRNA NR_026689 may be a potential early biomarker for NNK induced lung cancer and associated with lung carcinogenesis induced by chemical carcinogens.

## MATERIALS AND METHODS

### Collection of rat major organs tissues and blood samples

In our previous study, a NNK-induced rat lung cancer model was constructed [27]. Rat whole blood was collected by orbital bleed at 10 and 20 weeks following NNK treatment. Approximately 1.0 ml whole blood was collected from each rat every time. A volume of 250 μL whole blood was added to a 2 ml microcentrifuge tube with 650 μL RNAlater solution (Ambion, Austin, TX, USA), and mixed thoroughly by inverting the tube several times. The blood samples were first incubated in RNAlater solution overnight at 4°C and then transferred to −20°C until use. 95 weeks after NNK treatment the rats were anesthetized with CO_2_ and sacrificed. Tumor lung tissues and corresponding normal lung tissues were isolated. The pathological type of the lung tumors was moderately differentiated adenocarcinoma. No tumors were found in other organs, such as heart, liver, kidney and spleen tissues. These major organs tissues were also isolated and placed into sterile freezing vials and stored immediately in liquid nitrogen for further use.

### Cell culture and reagents

The lung cancer cell lines (H1299, A549, 95D and H460) were purchased from the Chinese Academy of Sciences Cell Bank of Type Culture Collection (Shanghai, China), and cultured in RPMI-1640 medium (Invitrogen, Carlsbad, CA) supplemented with 10% fetal bovine serum (FBS; Sijiqing Co., Ltd, Hangzhou, China). Normal human bronchial epithelial cells (16HBE), kindly provided by Dr. Xujun (Guangzhou Institute of Respiratory Diseases), and the human gastric epithelial cell line GES-1 obtained from the Cell Resource Center of XiangYa Central Laboratory (Changsha, China), were maintained in minimum essential medium supplemented with 10% FBS (Sijiqing Co., Ltd). BEAS-2B cell kindly provided by Lijin Zhu (Institute of Hygiene, Zhe-jiang Academy of Medical Sciences, Hangzhou, China), were cultured in DMEM medium (Invitrogen, Carlsbad, CA, USA) supplemented with 10% FBS (Sijiqing Co., Ltd). BEAS-2B-T and GES-1-T transformed cells were constructed by our laboratory. All cells were incubated at 37°C in a humidified atmosphere of 5% CO_2_.

### Extraction of RNA

Total RNA in rat organ tissues and cell lines was extracted using Trizol reagent (Invitrogen, USA) according to the manufacturer's instructions. Total RNA in rat whole blood was extracted using the RiboPure^™^ -Blood Kit (Ambion, Austin, TX, USA) according to the manufacturer's instructions. The quality and quantity of the RNAs were assessed by reading at A260/A280 nm using a NanoDrop1000 spectrophotometer (NanoDrop Technologies, Wilmington, DE, USA). RNA integrity was determined by running an aliquot of the RNA samples on a denaturing agarose gel stained with ethidium bromide. The ratio of 28S ribosomal RNA to 18S ribosomal RNA was approximately 2:1, indicating that the RNA samples were intact.

### LncRNA microarray analysis

Three lung tumor tissues and three matched normal lung tissues and two blood samples from the control and NNK treatment group in the 95th week were collected and total RNA was extracted using Trizol reagent. For lncRNA microarray analysis, Arraystar rat lncRNA array (version 1.0, Rockville, Maryland, USA) and an Agilent Array platform were employed. Sample preparation and microarray hybridization were performed based on the manufacturer's standard protocols. Briefly, 1 μg of total RNA from each sample was amplified and transcribed into fluorescent cRNA using Agilent's Quick Amp Labeling protocol (version 5.7, Agilent Technologies). The labeled cRNAs were hybridized onto the Rat lncRNA Array (4 × 44K, ArrayStar). After the slides were washed, the arrays were scanned by an Agilent Scanner G2505B. Acquired array images were analyzed using Agilent Feature Extraction software (version 10.5.1.1, Agilent Technologies). Quantile normalization and subsequent data processing were performed using the GeneSpring GX v11.5 software package (Agilent Technologies, Santa Clara, USA). After normalization and further screening, differentially expressed lncRNAs and mRNAs showing statistical significance were identified by Volcano Plot filtering. Pathway and GO analysis were applied to determine the roles of these differentially expressed mRNAs and hierarchical clustering was performed to show the distinguishable lncRNAs and mRNAs expression patterns among the samples.

### Quantitative reverse-transcription PCR (qRT-PCR)

Expression levels of candidate lncRNAs were determined by qRT-PCR using the PrimeScript^™^ RT Master Mix (perfect Real Time) reagent kit (Takara Bio Inc. Dalian, P.R. China). All reactions were carried out according to the manufacturer's instructions. Briefly, 500 ng total RNA was reverse-transcribed with 5 × PrimeScript RT Master Mix (perfect Real Time). The reverse-transcription reaction was performed according the manufacturer's recommendations (37°C for 15 min, 85°C for 5 s and incubated at 4°C). The expression levels of the lncRNAs were determined with qRT-PCR using the PrimeScript^™^ RT Master Mix (perfect Real Time) reagent kit (RR036A, Takara Bio Inc. Dalian, P.R. China) and the ABI 7500 real-time PCR system (Applied Biosystems). The conditions for the reactions were those recommended by the manufacturer (95°C for 30 s, followed by 40 cycles at 95°C for 5 s and 60°C for 30 s). The cycle threshold (Ct) values were calculated with the SDS 2.0.5 software (Applied Biosystems). The average expression levels of the lncRNAs were normalized to the average for GAPDH using the 2^−ΔΔCt^ method. All qRT-PCR experiments were performed at least three times in triplicate. The primers used for qRT-PCR are listed in Supplementary Table S1.

### 5′RACE assay

Rapid amplification of cDNA ends (RACE) special primers were designed by Primer Premier 5.0 according to sequence information of NR_026689 transcript. The 5′end of NR_026689 was obtained using the BD SMART^™^ RACE cDNA Amplification Kit according to the manufacturer's instructions. Briefly, total RNA was isolated from lung tissues and reversed using the MMLV first Strand cDNA Synthesis Kit (BD Biosciences Clontech, CA, USA) and a PCR purification kit (Sangon, Shanghai, P.R. China). This was followed by the nested PCR with adaptor primer and gene-specific PCR primers. The primers used for nested PCR are shown in Supplementary Table S1.

### Statistical analysis

Statistical analyses were carried out using SPSS statistical analysis software (SPSS Inc., Chicago, IL, USA). For parametric comparisons, the two independent samples *t* test and paired samples *t* test were used, respectively. For nonparametric comparisons, the Mann-Whitney test (for two nonparametric groups) and the Kruskal-Wallis test (for more than two nonparametric groups) were used. All data are presented as mean ± standard error of mean (SEM) for three independent experiments. A *p* value < 0.05 was considered statistically significant.

## SUPPLEMENTARY MATERIAL TABLE

# Supplementary material for: Identification of a long non-coding RNA NR_026689 associated with lung carcinogenesis induced by NNK
**Source:** Oncotarget. 2016 Feb 18;7(12):14486–98. doi: 10.18632/oncotarget.7475
**Supplement:** Supplementary file 1

## Identification of a long non-coding RNA NR\_026689 associated with lung carcinogenesis induced by NNK

### Supplementary Materials

**Supplementary Table S1: Primer sequence list for qRT-PCR and 5'RACE assay**

| Gene                 | Sequence                         |
|----------------------|----------------------------------|
| GAPDH                | 5'-ACAGCAACAGGGTGGTGGAC-3'       |
|                      | 5'-TTTGAGGGTGCAGCGAACTT-3'       |
| NR_026689            | 5'-TCATCCATCACCTTCCAACA-3'       |
|                      | 5'-ACCGCTCGCTTCTTAGCAAT-3'       |
| NR_027324            | 5'-AGCTCGGACTGGAGACTAGG-3'       |
|                      | 5'-CATCACACCGGACCATGTCA-3'       |
| NR_002704            | 5'-GTGATGGGACATCTGGTGG-3'        |
|                      | 5'-CCTTGTGTGGAGCTTGCCAT-3'       |
| NR_024118            | 5'-GACATGCAGACTGACGGAGG-3'       |
|                      | 5'-GCAGGTCCACACGCATAGAG-3'       |
| NR_027235            | 5'-GTGCCAAGCAGTTTCAGGAG-3'       |
|                      | 5'-TCCCAAGAGGAGAGCAACAC-3'       |
| NR_026690            | 5'-CTCCACCTGACAGCAACATC-3'       |
|                      | 5'-TTCTTGGCAATGGCTTCA-3'         |
| 5' RACE Outer Primer | 5'-GCTGTCAACGATACGCTACGTAAC-3'   |
| 5' RACE GSP1         | 5'-CGCTTCTTAGCAATGGCTTCATCCCT-3' |
| 5' RACE inner primer | 5'-GCTACGTAACGGCATGACAGTG-3'     |
| 5' RACE GSP2         | 5'-CCTGCCGCTTAGGATTCTGGGTTCTG-3' |

How the deposited data were processed for this re-analysis (not part of the article)

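RNA from 3 lung tumors and 3 matched normal lung tissues of NNK-treated rats, and from the blood of 1 control and 1 NNK-treated rat, was measured at week 95 on the Arraystar rat lncRNA array. The sample labels and the paper gave the group of each of the 8 arrays. The labels name both blood samples as clot of whole blood. The description of the NNK blood sample repeated that of a lung tumor, while its title, source and tissue named the clot, and it was used as blood.

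For each array the authors deposited the intensities that Agilent Feature Extraction 10.5.1.1 gave per spot. The processed signal used here was background-subtracted by that software and was not normalized between arrays. The authors also deposited log2 values, which they made by quantile normalization in GeneSpring over all 8 arrays, with 1 value per probe. Set against the scanner files, these values ran in the same direction as the log2 processed signals. In that table 22 of the 24684 probes were absent. It held no filter for low intensity.

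The processed signals were read with R 4.3.3 and analysed with limma 3.58.1. The log2 processed signals of the 42136 spots that are not controls were quantile-normalized within the 6 lung arrays and within the 2 blood arrays. Spots with an outlier mark of Feature Extraction (non-uniform or population outlier) were left out, and no spot was saturated. The remaining spots of a probe were averaged. A probe was called well above background on an array where more than 50% of its spots were. In lung 15803 probes passed the filter, 4371 of them for lncRNAs. Of these, 3332 were not tested because fewer than 2 arrays of a group kept a value after the outlier marks, and 12471 were tested, 3834 for lncRNAs and 8637 for mRNAs. In blood 4370 lncRNA probes passed, of which 4345 had a value on both arrays.

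Lung tumor and normal lung were compared with lmFit and eBayes of limma, with the group as the only term. The paper's threshold (a fold change of 2 and an unadjusted p of 0.05) and the same fold change with a Benjamini-Hochberg adjusted p of 0.05 over all probes tested were both applied. The blood arrays were compared by fold change alone. The counts used the fold change of each probe's own signals. This includes probes that were not well above background on any array of a group, whose fold change is uncertain in size. No bound was put on the fold changes counted.

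The probes named were chosen by a rule fixed before the data were examined. It takes the lncRNAs of Table 1, the mRNAs Gapdh and Abhd11, the 3 lncRNA and 3 mRNA probes with the largest rise and the largest fall in lung among those past the adjusted threshold, with tumor and normal arrays that do not overlap and with signal above background in both groups, and the 3 with the largest rise and fall in blood among those well above background on both arrays. Where all spots of such a probe were lost to outlier marks on too many arrays, as for NR_002704 and Gapdh, its value was computed with these spots kept. mRNA probes were named through RefSeq transcripts of the assembly GRCr8, in which 14274 of them (93.2%) matched. Of the lncRNA probes 20 matched, and the others keep the array's names. No coordinates were taken from this assembly. Besides names, it gave the neighbouring genes of NR_026689. Its chromosome for the gene of NR_027324 served only to leave out the position in Table 1.

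Arrays were compared in pairs by the ratio of the observed mean squared difference to that expected from the spread between the 3 spots of a probe. Groups of cell-type marker genes, in 10 lists written before the data were examined (type 2 alveolar, type 1 alveolar, club and airway, endothelial, proliferation, red blood cell, macrophage, T cell, smooth muscle and heart muscle), were tested with camera at a preset correlation of 0.01 and with fry. A list of 26 liver genes was added after the data were seen. Hierarchical clustering used average linkage on Euclidean distance.

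The steps were tested on simulated data. Noise was drawn with the spread of the lung arrays and 200 of 11359 probes were changed. limma called 77% of the changed probes in the right direction and 4 of the unchanged ones. The methods' t-test recovered 58% with 0 false calls and its paired form 1%. limma with the replicate block recovered 57.5% with 5 false calls, and with the near-identical arrays counted once it recovered 0%. Camera and fry each found 100% of shifted lists and 5% of unshifted ones.

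Alternatives fixed before the data were examined were a 75th percentile shift, quantile normalization over all 8 arrays, the normexp background correction with an offset of 50, a floor of 5 on the signal, no filter on dim probes, a stricter filter, the authors' normalized values, the methods' t-test, its paired form, the replicate number or the slide as a block in limma, and each lung array left out. The scanner files held no mean signal per spot, so normexp was run on the median signal and the median background. Alternatives chosen after the data were seen were the near-identical arrays counted once (limma on 1 normal and 2 tumor samples, where the normal sample is assumed to vary like the tumor samples), outlier-marked spots kept, only the probes of the array's lncRNA design, and the authors' normalized values without a filter, for lung with the methods' t-test. The qRT-PCR, RACE and cell line data of the paper were not analysed here.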

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

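The counts over other splits of the arrays were planned before the data were examined. The tests of the slide, of the outlier-marked spots and of the alveolar lists against each other were chosen only after the results were seen.

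The methods name an analysis of the mRNAs on the same arrays, and the paper's text does not give its results. Of the 8637 mRNA probes tested between lung tumor and normal lung, 997 were higher and 1451 lower at a fold change of at least 2 and an adjusted p of at most 0.05 from limma. Of these, 152 were not well above background on any normal lung array and 104 not on any lung tumor array. The size of their fold changes is uncertain, and some may not reach 2-fold. In this normalization, the largest rises among mRNAs with signal in both groups were those of Fezf2 (log2 fold change 7.30, standard error 0.28, adjusted p = 1.58e-05), Ptges (5.92, standard error 0.14, adjusted p = 5.24e-06) and Adipoq (5.27, standard error 0.067, adjusted p = 2.33e-06). The largest falls were those of Gpm6a (-6.63, standard error 0.078, adjusted p = 1.83e-06), Cyp2c13 (-5.75, standard error 0.10, adjusted p = 3.93e-06) and Ttr (-5.73, standard error 0.17, adjusted p = 7.59e-06). Each was seen on 3 of 3 tumor arrays and past the threshold under all 20 alternatives, with adjusted p values up to 0.0347 when the near-identical arrays were counted once.

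Technical sources were weighed for these counts. Of the 10 ways to split the 6 lung arrays into groups of 3, only the real split, 1 of 10, gave as many mRNA calls, and the same held for the lncRNA calls (1 of 10, with 1191 calls against at most 78 for another split). A share of 0.1 is the smallest that these splits can give, so chance cannot be excluded by it. The slide was tested through tumor array 1, which shares its slide with all normal lung arrays. Over all mRNA probes well above background on both arrays of a pair, called or not, 26.0% to 26.6% differed at least 2-fold between tumor array 1 and a normal array, against 1.43% to 2.31% between normal arrays. For lncRNA probes these shares were 25.8% to 27.0% and 1.28% to 2.19%. With the slide as a block in limma, which also rests on tumor array 1, 1027 mRNA probes were higher and 1226 lower. This argues against the slide as the whole cause, while its part in the values of tumor arrays 2 and 3 stays open. The loss of outlier-marked spots, which were more frequent on the tumor arrays, is argued against, for the probes tested, by the 7733 tested mRNA probes without a marked spot on any lung array, of which 29.2% were called, against 20.9% of the 904 with one. With the marked spots kept, 2429 of the 2448 calls were made again. What stays open is the difference between the tissues that the design names, lung tumor against normal lung, and how far it holds beyond these animals, since the near-identical arrays, counted once as a precaution, leave 1 normal lung sample and 2 tumor samples. So counted, 501 mRNA probes were higher and 726 lower, where the normal sample is assumed to vary like the tumor samples.

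The marker lists also moved between the groups, in genes the paper does not discuss. The median log2 fold change was -1.39 over 10 type 1 alveolar genes, 9 of them lower (adjusted p = 7.16e-08, camera), -1.40 over 5 endothelial genes, all lower (adjusted p = 9.2e-06), and -2.33 over 6 red blood cell genes, all lower (adjusted p = 8.96e-09). It was 1.79 over 5 proliferation genes, 4 of them higher (adjusted p = 0.000771). These 4 lists also passed under fry. No camera call was made for type 2 alveolar genes (median 0.38), club and airway genes (-0.005), macrophage genes (0.18), T cell genes (-0.64), smooth muscle genes (-0.43) or heart muscle genes (0.42), with adjusted p values between 0.223 and 0.900. Under fry all of these but heart muscle passed. For club and airway genes the median and mean were below 0 while the tests pointed up, and for macrophage genes the median and mean were above 0 while the tests pointed down. No gene is in 2 lists, and only genes with signal well above background in lung were counted.

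A candidate explanation for the falls is that the tumors hold fewer normal lung cells of every kind. It predicts that the alveolar lists fall alike, but the median of the type 2 list lay 1.77 above that of the type 1 list, and its mean 1.85 above (exact permutation test of the difference in means over 9 against 10 genes, two-sided p = 0.000693, with genes that are not independent replicates). This would argue against an even loss of all normal lung cells only if the tumor cells express the genes of neither list. Whether they do was not measured, so the test cannot decide. A change in the share of single cell types stays open, and so do a change of expression within them and a difference in the blood held by the tissues. The lists cannot tell these apart and they were not tested.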

How the results depend on the processing

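The direction of every lung result named at a claim was the same under all alternatives run for it. At the paper's threshold, the counts of higher and lower lncRNA probes stayed within 1.5 times 705 and 486 except under the normexp background correction (295 and 289) and, for the higher ones, with probes required to be well above background on all 6 arrays (418), where fewer dim probes are tested. With the adjusted p, the counts of 686 and 478 moved beyond that to 291 and 287 under normexp, to 413 higher under the stricter filter and to 401 higher with the methods' paired t-test. The cause of the change under normexp was not tested. With each array left out in turn, the counts were between 618 and 736 higher and between 433 and 512 lower at the paper's threshold. The share of higher among the called lncRNA probes was 59.2%. It was 65.3% after the 75th percentile shift, 54.4% with the methods' paired t-test, 50.5% under normexp and 50.4% with probes well above background on all 6 arrays, so there was almost no excess of higher probes under the last 2.

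With the near-identical arrays counted once, chosen after the data were seen, the adjusted counts were 277 and 250 for lncRNA probes and 501 and 726 for mRNA probes, where only 3 samples enter the test, the spread comes from the 2 tumor samples and the lone normal sample is assumed to vary like them. In the simulation this setting recovered 0% of the changed probes. The simulation changed only 200 of 11359 probes and held no near-identical arrays, so this share does not carry over to the lung arrays. How many changes the setting misses there is not known, so calls it does not make say little. The remaining mRNA alternatives stayed within 1.5 times 997 and 1451.

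Arrays of the same number did not vary together in every pair. The correlation of their deviations from the group means, across 11359 probes, was 0.143, -0.041 and 0.16, so they share a number and no more can be said of their pairing from these values. In limma with the replicate block, 692 lncRNA probes were higher and 488 lower at the paper's threshold, and 650 and 481 after adjustment. The methods' paired t-test gave 524 and 440, and after adjustment 401 and 366, where its unpaired form gave 615 and 457. The 401 is beyond 1.5 times from the 615 as well as from the 686 of limma.

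Of the 5 lncRNAs of Table 1, NR_026689 and NR_024118 were past the threshold under all 20 alternatives. Under normexp the log2 fold changes of NR_027324 (0.60), NR_002704 (0.78) and NR_027235 (-0.38) fell short of 2-fold, for a cause that was not tested. NR_027235 also fell short with the slide as a block (-0.81, where tumor array 1 alone is compared with normal lung) and was not past the adjusted threshold with the near-identical arrays counted once (-1.15, adjusted p = 0.158, the highest over its alternatives, which began at 0.00147). NR_002704 has no value with outlier-marked spots left out.

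The first split of the clustering was the same over all lncRNA probes tested. The other alternatives (another distance, another linkage and the 75th percentile shift) used called probes, which were chosen because they part the groups, so their equal split says nothing about stability. Camera called 4 marker lists in every alternative that used it, and fry called 9.

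For blood, the count of higher lncRNA probes moved by more than 1.5 times to 264 under normexp, 362 with probes well above background on both arrays, 1084 without a filter and 1332 in the authors' normalized values without a filter. The count of lower ones moved to 211, 614, 1480 in the authors' normalized values, and 2315 in these without a filter. The alternatives without a filter on the authors' values were chosen after the data were seen. More probes were lower than higher in each of these but normexp. The blood arrays limit what can be said, since their 75th percentile of signal was far below that of the lung arrays and each group has 1 array. NR_026689 has no value with probes well above background on both blood arrays.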

Differences from the paper's values

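For blood, the paper's number of lncRNAs up-regulated in the NNK treatment group is 2130, and 711 lncRNA probes were at least 2-fold higher in NNK blood here. No alternative set before the data were examined brings the value within 1.5 times the paper's, with between 264 and 1084 higher probes (75th percentile shift 717, quantile over all 8 arrays 892, normexp 264, floor of 5 713, no filter on dim probes 1084, both arrays well above background 362, authors' normalized values 842). Counted in the other direction, as higher in control than in NNK blood, the value is 962, and in the authors' normalized values without a filter on dim probes, an alternative chosen after the values were seen, it is 2315, with 1332 higher in NNK blood. The paper's number of down-regulated lncRNAs, 1220, was within 1.5 times the 962 found here. With the direction turned, however, the authors' normalized values without a filter lie close to both of the paper's numbers. They give 2315 lower in NNK blood against 2130 up-regulated, and 1332 higher against 1220 down-regulated.

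The paper reports more up-regulated than down-regulated lncRNAs in NNK blood, while more were lower than higher here (962 against 711) under every alternative but normexp (211 against 264). Which of the 2 directions is right is open. The labels of the blood samples were taken as given and not tested, and if they were exchanged, every higher and lower in blood given here would be exchanged too.

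For lung, the counts of 705 and 486 did not differ from the paper's 757 and 519 by this measure. The authors' normalized values with the methods' t-test and no filter on dim probes, chosen after the values were seen, gave 757 and 523. The p values that Table 1 gives for NR_026689 and the 4 other lncRNAs equalled, to the digits shown, those of the independent t-test on the authors' normalized values, for example 0.0148 for NR_027235, where the paired form gave 0.0332.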

Other observations

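The test of liver RNA below was chosen only after the result was seen, and so was its gene list.

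Ttr and Cyp2c13 were among the largest falls in lung tumor, and both are abundant in liver. Of a list of 26 liver genes, 23 had a probe on the array and 18 were tested. Of these 18, 16 were lower in lung tumor, with a median log2 fold change of -3.45. The genes with the highest signal in normal lung went both ways. Cyp2e1 fell from a log2 signal of 15.76 in normal lung to 10.96 in lung tumor, Alb from 13.86 to 10.44, Rbp4 from 12.54 to 10.78 and Serpina1 from 12.03 to 9.53, while Fgg rose from 15.43 to 16.18, Kng1 from 13.12 to 15.60 and Arg1 from 12.87 to 13.15. Of these, Kng1 had a value on tumor array 1 only and was not tested, and Arg1 had values on the near-identical tumor arrays 2 and 3 only, so each rise rests on 1 tumor sample as counted here. A hypothesis is that the normal lung samples held some liver RNA. Other values go against it, since Ambp, Tat and Cyp3a2 were not well above background on any normal lung array, and Fgg, with a value on every lung array, was higher in lung tumor. The hypothesis cannot be told apart from a change of these genes in the lung itself, since no liver array is analysed here that would show which of these probes report liver RNA, nor how many of the listed genes lung expresses. As a precaution the near-identical normal lung arrays were counted as 1 sample, so their equal values on these genes were given no further weight. Whether these arrays hold 1 RNA or several is not known.

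Gapdh, the reference gene of the study's qRT-PCR, had 1 spot, which was marked as an outlier on 1 normal lung array and on all 3 lung tumor arrays. With these spots kept, its log2 fold change in lung tumor was 0.34 (standard error 0.28, adjusted p = 0.319, limma), with a range of 0.06 to 0.49 over 9 alternatives and adjusted p values between 0.178 and 0.792. Its signal on normal array 3 was 10.22, against 11.10 and 11.07 on the other normal arrays.

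The paper reports a rise of NR_026689 in the whole blood of NNK-treated rats at weeks 10 and 20, measured by qRT-PCR. At week 95, on the blood arrays, its log2 signal was 4.47 in the control sample and 4.14 in the NNK sample, with 0 of 3 spots well above background in the latter. These are 1 sample per group at another time, and the difference was not tested. The specimen differs too, since the labels of the array samples name clot of whole blood. For the array samples the paper names Trizol extraction, and for whole blood a blood RNA kit.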
